A study of Mus musculus with 6 samples. Its data were reported in "Short-term disruption of TGF-β signaling in adult mice renders the aorta vulnerable to hypertension-induced dissection" (2025).

How the data were processed

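Bulk RNA sequencing was analysed for 6 libraries of mouse thoracic aorta, each from a mouse 12 weeks of age. Per the labels, 4 libraries came from untreated C57BL/6J mice (WT) and 2 from mice with loxP-flanked Tgfbr1 and Tgfbr2, a Myh11-CreERT2 transgene and the mT/mG reporter (KO). The KO mice received tamoxifen at 2 mg per day for 5 days from 11 weeks of age, which activates Cre in smooth muscle cells. The WT mice differed from them in genotype at each of these loci and in having had no tamoxifen. The labels give no dissection date, sequencing run or library batch.

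The authors trimmed the reads with Trim Galore, mapped them to the mouse genome GRCm38 with HISAT2 and estimated expression with StringTie on GENCODE M15 gene models. The deposited values are estimated counts per gene, not scaled for depth. They were whole numbers already and were used without further rounding. How StringTie's coverage was turned into whole numbers is not stated, and the read length assumed in that step sets their scale. It is also not stated whether the counting used strand, so genes that overlap on opposite strands, and near-identical gene copies, can share reads. The columns of the deposited table carry codes and not sample titles. The match of columns to libraries was inferred from the codes: a code that runs from 1 to 4 was taken as WT and the other code, which runs from 1 to 2, as KO.

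The table held 52636 genes, of which 27151 had 0 counts in all libraries. Gene positions and types came from GENCODE M21 on GRCm38. Of the gene identifiers, 52489 matched it without their version number, 49121 with it, and 147 did not match. Unmatched genes held between 0.0334% and 0.0522% of the counts of a library and were kept. Total counts ran from 19650983 to 28860598 per library. A gene with at most 3 counts in every library of a group was treated as at the floor, since 3 counts is the upper limit that a count of 0 allows, and folds against such a group are given as lower bounds. The 95% Wilson intervals of the shares of counts given for single libraries reach at most 0.0159 percentage points to either side. These limits and intervals cover counting error only.

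DESeq2 1.42.0 in R 4.3.3 compared the 2 libraries labelled KO with the 4 WT libraries (Wald test, group as the only term, default size factors, outlier handling and independent filtering). Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 2 were called differentially expressed, the thresholds used by the study. Normalised counts are counts divided by DESeq2 size factors, and fold changes of a single library were taken after adding a pseudocount of 0.5. Gene lists were tested with camera in limma 3.58.1 (correlation between genes preset to 0.01) on log2 CPM (counts scaled to a common library size) with TMM scaling (edgeR 4.0.16, filterByExpr, prior count 2). The fry test and camera with an estimated correlation were run beside it. Adjusted p-values of camera, fry and the estimated correlation cover 7 lists on matrix, integrins, contraction and TGF-β response as a first family, and 12 cell type lists as a second. A list score is the mean log2 CPM of its genes in a library, less the WT mean. The median log2 fold change of a list covers its genes with a mean normalised count of at least 10, which were 35 of 44 collagens, 23 of 26 integrins, 19 of 20 elastic fibre genes, 4 of 7 lymphocyte genes, 5 of 12 skeletal muscle genes, and nearly all or all genes of the others. Median changes of gene sets were placed among 10000 random sets of the same size and matched expression (20 bins of mean expression).

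There were 27 lists in all: extracellular matrix (ECM) genes and myosin light chain kinases that the study names, contractile apparatus, collagens, integrins, TGF-β response, basement membrane, elastic fibre, the 12 cell types (fibroblast, smooth muscle, endothelial, macrophage, lymphocyte, mesothelial, red blood cell, skeletal muscle, cardiac muscle, brown adipocyte, white adipocyte, Schwann cell), immediate early genes, circadian genes, neighbours of Tgfbr1, Tgfbr2 and Myh11, Y chromosome genes, and genes known to differ between mouse strains. The study picked its ECM and kinase genes partly on these libraries, so tests of those lists are not independent evidence. Genes were named by a rule: all genes of the ECM and kinase lists, Tgfbr1, Tgfbr2, Itga8 and Itgb1, and the 8 lower and 8 higher genes with the smallest adjusted p-value among called genes with a mean normalised count of at least 10 and no overlap between groups. Not every gene this rule selects is given in the text. Any other gene in the text was chosen after its values were seen. Groups, tests, lists, this naming rule and the alternatives were fixed before the data were examined, except for the GC content and exon length corrections, which were added after seeing the data.

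The alternatives were edgeR's quasi-likelihood test with and without a filter on low counts, TMM factors or total counts as scaling, a minimum of 10 counts in at least 2 libraries, independent filtering or the Cook's distance filter switched off, a Wald test against a 2-fold change, counts divided by 2, the replicate number as a block, leaving out each library, and a trend on GC content or exon length per library (loess, span 0.5). For list tests the alternatives were fry, the estimated correlation, the count minimum, total counts, a prior count of 0.5, the block and each WT library left out. Leaving out a library labelled KO leaves 1 in that group, so only fold changes were computed. An exact permutation test of a single value between 4 and 2 libraries cannot give a two-sided p-value below 0.133, so none was used for single genes.

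Each procedure was tested on simulated data with 200 changed genes. All simulated changes were above 2-fold, in genes with a WT mean of at least 50 normalised counts. The shares recovered therefore do not apply to smaller changes or lower counts. DESeq2 called 193 of them (96.5%) and 27 unchanged genes among 17226 tested, so 27 calls were false beside 193 true ones. edgeR called 187 (93.5%) and 11 unchanged genes among 16142. The test against a 2-fold change called 110 (55%) and 2 unchanged genes among 21399, and DESeq2 with the GC trend called 193 and 27 unchanged genes among 15555. Of 100 unchanged lists, camera gave an unadjusted p-value under 0.05 for 3, fry for 5 and the estimated correlation for 0. The simulated genes varied independently of each other. These counts therefore do not test camera's preset correlation on lists whose genes vary together. The random sets placed 0 of 50 unchanged sets outside their middle range. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Enrichment of gene ontology terms was not analysed here, and neither were reads, exons or isolated cells.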

Results

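To ask which transcripts change in the aortic wall soon after TGF-β receptors are deleted in smooth muscle cells (SMCs), RNA of whole thoracic aortas was sequenced from 6 mice, 4 WT and 2 Tgfbr1/2iSMCKO (KO). In the KO mice, tamoxifen activates a Cre recombinase that is expressed from the SMC gene Myh11 and deletes parts of the genes for both TGF-β receptors. Total estimated counts were 21807734, 25801352, 23969361 and 22361116 in WT-1 to WT-4, and 28860598 and 19650983 in the libraries labelled KO-1 and KO-2. Mitochondrial transcripts took 2.62% to 4.44% of the counts in WT, 3.38% in the library labelled KO-1 and 11.7% in the library labelled KO-2. The first principal component of the libraries held 45% of the variance and separated the groups, and the second held 20.1% and placed the libraries labelled KO-1 and KO-2 at opposite ends.

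The targeted genes were examined first. Tgfbr1 (ENSMUSG00000007613.15, chromosome 4, 47353222 to 47414931) had a normalised count of 4510 ± 725.6 (SD, n = 4) in WT and 5174 ± 857.6 (SD, n = 2) in the libraries labelled KO. Its log2 fold change was 0.20 with a standard error of 0.20 and a DESeq2 adjusted p-value of 0.63. Tgfbr2 (ENSMUSG00000032440.13, chromosome 9, 116084293 to 116175360) had 6240 ± 882 (SD, n = 4) in WT and 5861 ± 108 (SD, n = 2) in the libraries labelled KO, a log2 fold change of -0.09 with a standard error of 0.18 and a DESeq2 adjusted p-value of 0.838. For both genes the groups overlapped. Adjusted p-values over the 14 alternative fits ran from 0.387 to 1 for Tgfbr1 and from 0.633 to 1 for Tgfbr2. An upper end of 1 in such a range, here and below, comes from the test against a 2-fold change, which asks a stricter question. Whole-gene counts include exons outside the deleted ones and transcripts of cells without Cre, so they do not check the KO label, and directions below are those of the libraries labelled KO.

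The comparison of all genes gave 962 differentially expressed genes among 17070 with a DESeq2 adjusted p-value (5.64%). Of these, 604 were higher and 358 lower in the libraries labelled KO, so that 62.8% of calls were higher. The adjusted p-value alone, without the 2-fold threshold, was passed by 1775 genes, 974 higher and 801 lower. A further 8415 genes had counts but no adjusted p-value. The alternative that moved the count most was a test against a 2-fold change itself, which called 114 genes, all among the 962. edgeR called 633 of 16114 genes tested, of which 621 (98.1%) were also called by DESeq2. In 892 called genes (92.7%) both libraries labelled KO lay outside the range of the WT libraries. This held for 5850 (34.3%) of all tested genes, against a chance share of 13.3%. In 659 called genes each library labelled KO on its own differed from the WT mean by more than 2-fold. These were 384 of the higher genes (63.6%) and 275 of the lower genes (76.8%). Of the 604 higher genes, 434 rose more in the library labelled KO-2 and 170 more in the library labelled KO-1. In 82 called genes 1 group was at the floor, WT in 38 and the libraries labelled KO in 44. Protein-coding genes made up 841 of the calls.

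**Figure D1:**
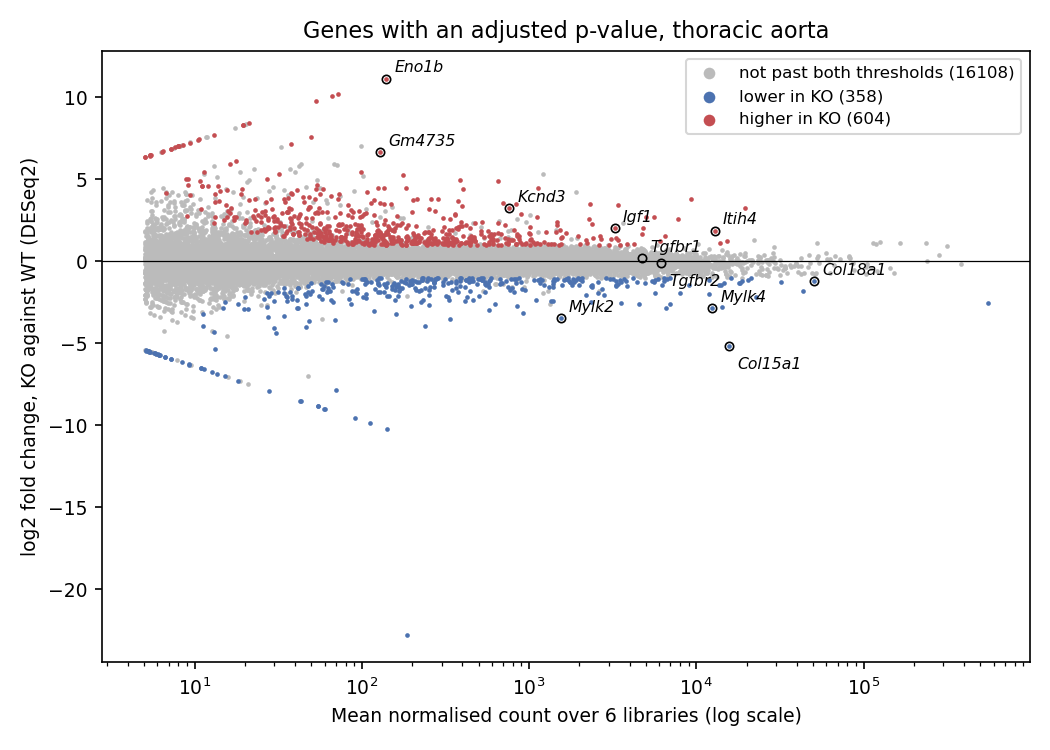
Log2 fold change of the libraries labelled KO (n = 2) against WT (n = 4) for each gene with an adjusted p-value, plotted against its mean normalised count on a log axis. Coloured points are the 604 higher and 358 lower genes and Tgfbr1 and Tgfbr2 lie near 0 at 0.20 and -0.09, while points of genes with a group at the floor, such as the isolated lowest point (Gm49388), are fitted values and measure no fold.

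ECM transcripts were compared next, because the study asks whether matrix production depends on TGF-β signalling. The study named most of these genes as lowered in isolated SMCs. It states that fibroblasts express many ECM genes more strongly, which confounds whole aorta. The values here are of whole aorta and do not test the results from isolated SMCs. Of its 12 ECM genes, 9 passed the DESeq2 adjusted p-value over all genes and 9 when adjusted over the list alone. Col15a1, Col18a1 and Ccn2 also passed the 2-fold threshold, all lower. Col15a1 (ENSMUSG00000028339.17, chromosome 4, 47208161 to 47313167, next to Tgfbr1) fell from 23290 ± 3012 (SD, n = 4) to 653.9 ± 161.7 (SD, n = 2). Its log2 fold change of -5.16 (standard error 0.20, DESeq2 adjusted p-value 4.42e-137) had the smallest adjusted p-value of all genes, and the groups did not overlap. Col18a1 (chromosome 10, 77052178 to 77166548) fell from 62290 ± 5509 (SD, n = 4) to 26830 ± 37.7 (SD, n = 2), a log2 fold change of -1.22 (standard error 0.16, DESeq2 adjusted p-value 1.41e-12). Over the alternative fits the log2 fold change of Col18a1 ran from -1.28 to -0.92. In those that test for any difference its adjusted p-value ran from 1.19e-14 (DESeq2 with the count minimum) to 0.0048 (edgeR). Col18a1 did not pass the test against a 2-fold change itself, nor the 2-fold threshold with the GC trend taken out (-0.92). Ccn2 had a log2 fold change of -1.28 (DESeq2 adjusted p-value 7.44e-06). Smaller decreases that passed the adjusted p-value were found for Col4a2 (-0.88), Mfap4 (-0.86), Bgn (-0.70), Col4a5 (-0.69) and Col5a2 (-0.51). Bgn had a DESeq2 adjusted p-value of 0.0384, which rose above 0.05 under edgeR, against a 2-fold change, with the GC trend and with any WT library left out, and its log2 change was -1.23 in the library labelled KO-1 and -0.31 in the library labelled KO-2. Over the alternative fits its adjusted p-value ran from 0.0296 to 1. Lox was higher by 0.50 (DESeq2 adjusted p-value 0.0262, range 0.0124 to 1), and its adjusted p-value rose above 0.05 under edgeR, against a 2-fold change, with the GC trend and without WT replicate 1, 2 or 3. That of Col5a2 (DESeq2 adjusted p-value 0.0111, range 0.000376 to 1) did so with total counts as scaling, under edgeR without a filter and against a 2-fold change. With the replicate number as a block, the adjusted p-values of Lox, Bgn, Col5a2 and Col4a5 also rose above 0.05. In that fit WT replicates 3 and 4 have no partner and do not inform the group difference. The DESeq2 adjusted p-values of Col1a2 (log2 fold change -0.13, adjusted p-value 0.705), Col3a1 (0.25, 0.288) and Eln (-0.43, 0.314) did not pass. The log2 change of Eln was -0.86 in the library labelled KO-1 and -0.10 in the library labelled KO-2.

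Regulatory contractile transcripts were represented by the 4 myosin light chain kinase genes, of which 2 passed the adjusted p-value over all genes and 3 when adjusted over the list alone. Mylk4 (ENSMUSG00000044951.14, chromosome 13, 32700834 to 32783954) fell from 17350 ± 2380 (SD, n = 4) to 2413 ± 495.1 (SD, n = 2), a log2 fold change of -2.85 (standard error 0.20, DESeq2 adjusted p-value 3.86e-43). Mylk2 (ENSMUSG00000027470.9, chromosome 2, 152911352 to 152923068) fell from 2212 ± 413.7 (SD, n = 4) to 203 ± 32.8 (SD, n = 2), a log2 fold change of -3.45 (standard error 0.23, DESeq2 adjusted p-value 1.58e-46). Mylk was higher by 0.30, with overlapping groups and a DESeq2 adjusted p-value of 0.308. Mylk3 had 12.7 ± 10.4 (SD, n = 4) in WT, 357.4 in the library labelled KO-1 and 38.1 in the library labelled KO-2. Its log2 fold change was 3.97 with a standard error of 1.67 and a DESeq2 adjusted p-value of 0.115. The call on Mylk3 changed with the setting. Its DESeq2 adjusted p-value was 0.00054 without WT replicate 2, which had 0 counts, and its edgeR adjusted p-value without a filter was 0.0489, with a range over the alternative fits from 0.00022 to 1. The integrin genes Itga8 (log2 fold change -0.15, DESeq2 adjusted p-value 0.724) and Itgb1 (-0.12, 0.751) did not differ by more than the spread between replicates. The study reported both as lower in isolated SMCs, which whole aorta does not test. Itga8 overlaps an antisense gene, E030013I19Rik, and its count is uncertain for that reason.

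**Figure D2:**
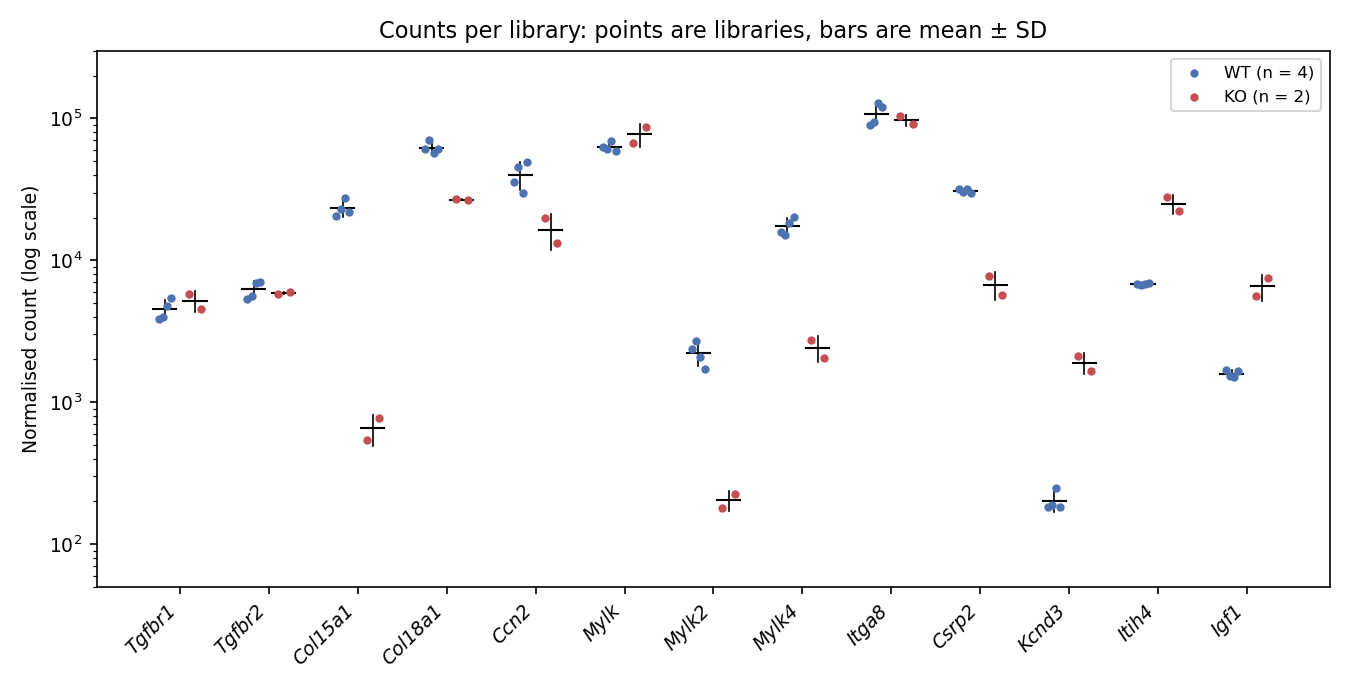
Normalised counts on a log axis of the targeted genes and of 11 other named genes, with a point per library and the mean ± SD of WT (n = 4) and of the libraries labelled KO (n = 2). Col15a1 fell from 23290 to 653.9, Mylk2 from 2212 to 203 and Mylk4 from 17350 to 2413, with no overlap between groups.

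By the naming rule on the smallest adjusted p-values, the lower genes included Col15a1, Mylk2 and Mylk4 from the lists above. They also included Cys1 (log2 fold change -2.74), Samd8 (-2.94), Csrp2 (-2.20) and Smim5 (-3.14). The 8 higher ones were Kcnd3 (3.24), Gm12504 (3.76), Gm4735 (6.66), Itih4 (1.88), Gm10093 (4.46), Igf1 (2.04), Eno1b and Col8a1 (1.84). Kcnd3 (chromosome 3, 105452330 to 105674002) rose from 200.5 ± 32.3 (SD, n = 4) to 1890 ± 317.6 (SD, n = 2), with a DESeq2 adjusted p-value of 8.24e-45. DESeq2 adjusted p-values of all 16 genes were at most 7.7e-19. Eno1b (chromosome 18, 48045335 to 48048412) had 0 counts in each WT library and 420.9 ± 75.8 (SD, n = 2) in the libraries labelled KO, at least 140-fold higher. Eno1b is a near-identical copy of Eno1, and Gm12504 (3.23 Mb from Tgfbr1), Gm4735 and Gm10093 are annotated as processed pseudogenes, so reads can be split between each of these and its parent gene and their values are uncertain. Processed pseudogenes made up 2.91% of all calls (11 higher and 17 lower) and 3.57% of tested genes.

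Gene lists were then tested as units. In limma's camera test, 3 of 7 lists passed, all in the lower direction. These were the ECM genes of the study (12 genes, median log2 fold change -0.70, adjusted p-value 0.000135), the TGF-β response list (17 genes, -0.51, 0.00147) and the basement membrane list (18 genes, -0.51, 0.027). All 3 also passed under fry, and none passed with an estimated correlation, where the ECM and TGF-β response lists each had an adjusted p-value of 0.0669. The basement membrane list did not pass without WT replicate 4 (adjusted p-value 0.11) or without WT replicate 3 (0.0528), and its adjusted p-values ran from 0.0179 to 0.11 over the 4 fits that left out a WT library. In both libraries labelled KO the scores of all 3 lists lay below every WT library. Of the TGF-β response genes, 8 passed the DESeq2 adjusted p-value over all genes and 8 adjusted over the list alone. Genes called lower included Pmepa1, Nox4, Ccn1 and Ccn2, and Thbs1 was called higher (log2 fold change 2.60). Of the basement membrane genes, 12 passed over all genes and 13 adjusted over the list alone, with 2 called lower and Lamb1 and Nid1 called higher.

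Other lists showed no shared direction in camera. For the 16 contractile apparatus genes the median log2 fold change was 0.22 and the camera adjusted p-value 0.388, and 0 genes passed the DESeq2 adjusted p-value over all genes or adjusted over the list alone, while 6 had an unadjusted p-value under 0.05. Collagens (44 genes, median -0.12) had a camera adjusted p-value of 0.28, with 12 past the DESeq2 adjusted p-value over all genes, 15 adjusted over the list alone, and 3 called higher and 2 lower. For integrins (26 genes, median 0.52) camera gave an adjusted p-value of 0.136. Of these, 11 passed the DESeq2 adjusted p-value over all genes and 14 adjusted over the list alone. Itga2, Itga6, Itgal, Itgam and Itgb2 were called higher and Itga7 lower. The elastic fibre list (20 genes, median -0.03) had a camera adjusted p-value of 0.388, with 8 genes past the DESeq2 adjusted p-value over all genes and 10 adjusted over the list alone, and Efemp1 called higher. The fry test, which does not compare a list with other genes, passed collagens (adjusted p-value 0.0381), integrins (0.0274) and elastic fibre genes (0.031) as well.

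**Figure D3:**
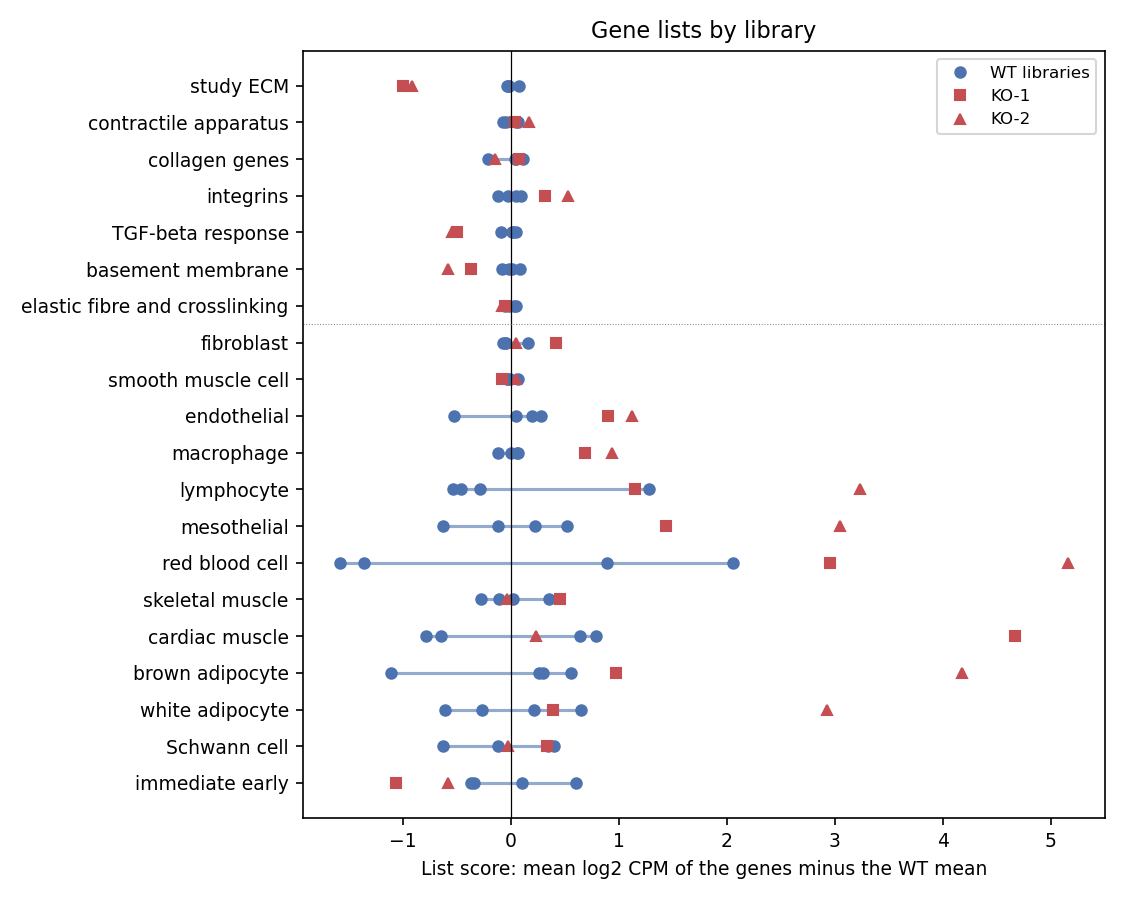
Mean log2 CPM of the genes of each list, relative to the WT mean, with a point per library (4 WT and 2 labelled KO). The ECM list of the study lies at -0.99 and -0.91 in the libraries labelled KO against -0.03 to 0.08 in WT, and the cardiac muscle list at 4.67 in the library labelled KO-1 against 0.24 in the library labelled KO-2.

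Because whole aorta holds several cell types, their marker lists were compared as well. The smooth muscle list had a median log2 fold change of 0.18 and a camera adjusted p-value of 0.791. The direction given by camera, which sets a list against the other genes, was lower, so the list has no settled direction. All its 9 genes are also on the contractile apparatus list. In camera, 8 of the 12 cell type lists were higher in the libraries labelled KO. Their medians and camera adjusted p-values were 0.76 and 8.57e-05 for macrophages, 2.46 and 0.000454 for mesothelial cells, 3.50 and 0.0018 for red blood cells, 3.67 and 0.0022 for brown adipocytes, 0.82 and 0.00382 for endothelial cells, 3.95 and 0.00382 for cardiac muscle, 2.18 and 0.0103 for white adipocytes and 2.41 and 0.0196 for lymphocytes. Under fry the macrophage list alone passed (adjusted p-value 0.00762), and with an estimated correlation 0 lists passed. Fibroblast genes had a median of 0.31 (camera adjusted p-value 0.0592, and 0.0354 without WT replicate 4). Skeletal muscle (0.29, 0.518) and Schwann cell genes (0.15, 0.512) did not pass. The libraries labelled KO differed from each other in several lists. Cardiac muscle scores were 4.67 in the library labelled KO-1 and 0.24 in the library labelled KO-2, with WT from -0.78 to 0.79. Brown adipocyte scores were 0.98 and 4.18, with WT from -1.11 to 0.56, and white adipocyte scores 0.39 and 2.92, with WT from -0.61 to 0.65. Lymphocyte scores were 1.15 and 3.23, with WT from -0.53 to 1.28, so the library labelled KO-1 lay within the WT range. Of the lymphocyte genes, 0 passed the DESeq2 adjusted p-value over all genes.

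The remaining lists were compared without a list-wise adjustment. Of the 12 circadian genes, 11 passed the DESeq2 adjusted p-value over all genes, with a median log2 fold change of -1.31. Immediate early genes had a median of -0.74. Medians were -0.09 for the neighbours of Tgfbr1, -0.07 for those of Tgfbr2 and -0.04 for those of Myh11. The 4 Y chromosome genes (median 0.28) were expressed in all libraries. The genes Nnt and Wdfy1, known to differ between mouse strains, had a median of 0.25.

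Genes that 1 group lacked were located on the genome after their values were seen. With at least 20 counts in each library of the other group, 10 genes were at the floor in the libraries labelled KO and 17 in WT. Of the 10, 9 lay on chromosome 2 between 176708328 and 178034022. In that stretch 12 genes had a WT mean of at least 10 normalised counts, and all 12 had 0 counts in both libraries labelled KO. Zfp970 had from 146 to 253 counts in the WT libraries. Most of these genes belong to a family of zinc finger genes with similar copies, so the value of a single gene is uncertain.

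**Figure D4:**
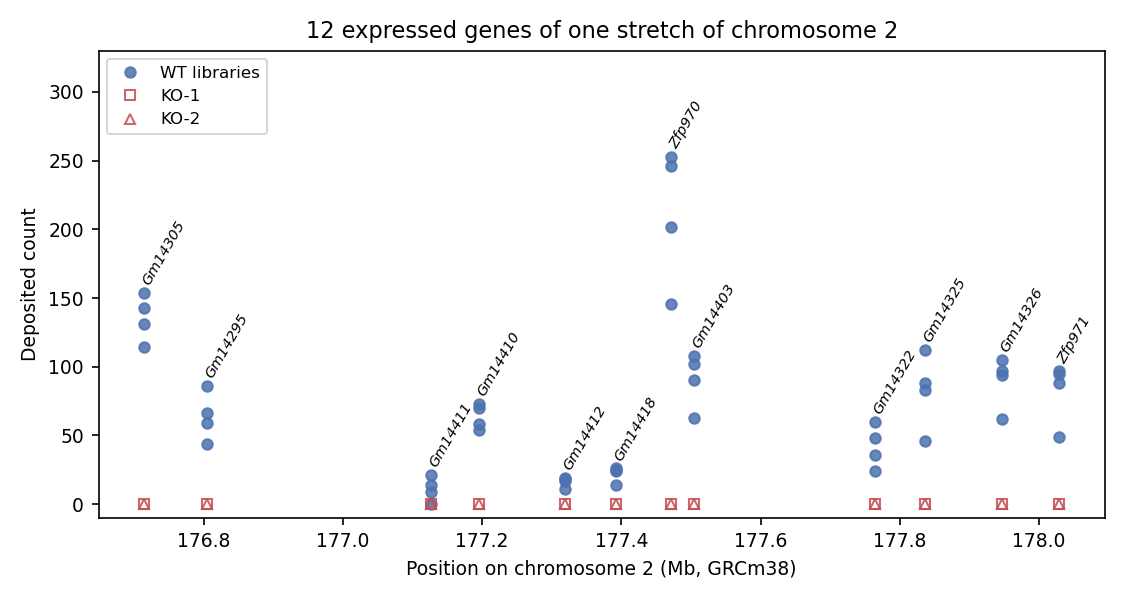
Counts of genes on the distal part of chromosome 2 (GRCm38) by position, for the WT libraries and the libraries labelled KO. The 12 genes between 176708328 and 178034022 that are expressed in WT have 0 counts in both libraries labelled KO.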

Values the study reported

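The study reported 840 genes that changed by more than 2-fold between the thoracic aortas of receptor-deleted and wild-type mice, and named Col15a1 and Mylk4 as the transcripts lowered with the greatest significance. For smooth muscle cells isolated from the aorta it reported 597 differentially expressed genes.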

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

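All tests in this part were chosen only after the result was seen. A value was singled out when 1 of the 4 WT libraries lay far from the other 3, with a gap to its nearest neighbour that took up most of the WT range. This was checked for 55 results and found in 5, where 2.8 would be found by chance. The libraries labelled KO are too few for the same check.

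In WT-1 the 10 most abundant genes took 13.45% of the counts, against 10.66% to 10.78% in the other WT libraries. Without Gm42418, a gene that overlaps ribosomal RNA, the share of WT-1 was 9.771%, against 7.899% to 9.48% in the other WT libraries, and its gap to the next was 0.156 of the WT range, so it no longer stood apart. Gm42418 itself took 4.67% of the counts in WT-1 and 1.89% to 3.49% in the other WT libraries. Carry-over of ribosomal RNA is a candidate explanation for the higher share in WT-1. The design puts no biological difference between WT libraries, and none was tested.

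The lymphocyte score of WT-1 was 1.281, against -0.534 to -0.2811 in the other WT libraries. More blood in the tissue of WT-1 is a candidate explanation, since all 5 red blood cell genes on their list were highest in WT-1 among the WT libraries. The score rests on the 4 lymphocyte genes with enough counts, 1 of which had a WT mean of at least 10 normalised counts. A local immune infiltrate stays open and was not tested.

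The fibroblast score of WT-4 was 0.1631, against -0.06961 to -0.03988 in the other WT libraries. More adventitial tissue in WT-4 could raise it. Of the 8 genes 4 were highest in WT-4, and the other 4 were highest in WT-1 or WT-3, with WT-4 second by normalised count. More adventitia and a difference in fibroblast genes between these mice cannot be told apart from 1 library. Without WT replicate 4 the camera adjusted p-value of the fibroblast list was 0.0354 against 0.0592 with it. No biological explanation was tested.

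Kcnd3 had a normalised count of 248.7 in WT-3 and 181.2 to 189.5 in the others. The ECM list of the study scored 0.07655 in WT-2 and -0.03376 to -0.01513 in the others. The scaling between libraries was examined as a source by taking CPM without TMM factors. The gap then took up 0.783 of the WT range for Kcnd3 and 0.644 for the ECM list, less than before but still most of the range. A scaling effect and a true difference between these mice cannot be told apart from 1 library each, and no biological explanation was tested. For both the WT libraries lay well away from the libraries labelled KO, where normalised counts were 1890 ± 317.6 (SD, n = 2) for Kcnd3, and ECM scores -0.99 and -0.91.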

How the results depend on the processing

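The GC content and exon length corrections were chosen after seeing the data. The count of 962 differentially expressed genes stayed within 1.5 times under TMM factors (967), total counts (933), the count minimum (973), independent filtering off (878), the Cook's distance filter off (963), counts divided by 2 (834), edgeR without a filter (664), the GC trend (948) and the length trend (970), and ran from 799 to 913 over the 4 fits that each left out a WT library. Shares of higher calls were 62.8% in the main analysis and 67.7% with total counts. No gene called in both the main analysis and an alternative changed sign.

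It moved further under 3 alternatives. edgeR with its filter called 633 genes, 392 higher, and 996 passed its adjusted p-value alone. Without a filter edgeR called 230 lower genes and 931 passed its adjusted p-value alone. The cause was not tested. In simulated data edgeR recovered 187 and DESeq2 193 of 200 changed genes. Those changes were all above 2-fold, so they do not bear on genes nearer the threshold. The test against a 2-fold change called 114 genes, 64 higher and 50 lower, by its construction a stricter question.

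The replicate number as a block gave 561 genes, 305 of them higher, and 628 past the adjusted p-value alone. Replicates 3 and 4 exist in WT only, so under the block WT-3 and WT-4 are fitted by terms of their own. The group difference then rests on WT-1 and WT-2 against the libraries labelled KO. Of the 561, 405 were among the 962. The numbers name separate mice: the deviations of libraries with the same number correlated at -0.107 for replicate 1 and 0.001 for replicate 2 over 16114 genes, so the numbers were not taken as pairs. Under it the log2 fold changes of Tgfbr2 (0.096) and Itga8 (0.072) changed sign, camera's direction for the smooth muscle list went from lower to higher (adjusted p-value 0.945), and the basement membrane list had an adjusted p-value of 0.222. Under the block Lox, Bgn, Col5a2, Col4a5 and Eno1b did not pass the adjusted p-value and Mylk3 did. These changes mix the block with the loss of WT-3 and WT-4 from the comparison, and the causes were not tested apart. Col1a2 changed sign with the GC trend (0.027), also without a tested cause. None of the genes that changed sign had passed the adjusted p-value.

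With an estimated correlation, adjusted p-values rose to 0.0669 for the ECM list, 0.0669 for the TGF-β response list and 0.459 for the basement membrane list, since that test allows for genes that vary together. With fry, which tests a list by itself, they fell to 0.0381 for collagens, 0.0274 for integrins and 0.031 for elastic fibre genes. Over the fits that left out a WT library the basement membrane list ran from 0.0179 to 0.11 and the smooth muscle list from 0.778 to 0.987, the latter going from lower to higher without WT replicate 3. The causes were not tested. The contractile apparatus list kept its direction and stayed above 0.05 throughout.

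For the 31 named genes other than Tgfbr1 and Tgfbr2, 401 of 434 comparisons with alternative fits kept direction and side of the threshold, 28 became weaker, 3 stronger and 2 reversed. When 1 library labelled KO was left out, 39 of 62 fold changes moved by less than the spread between replicates. Of 120 comparisons of cell type lists, 19 changed, 16 of them weaker, 1 stronger and 2 reversed. Of the 8415 genes with counts and no adjusted p-value, 8395 had a mean normalised count too low for DESeq2's filter (at most 5.03) and 20 had an outlying count, so changes in genes of such low counts are left unresolved.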

Other observations

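The tests on the splits of the libraries, the neighbours of Myh11 and of Tgfbr1, skeletal muscle, adipocytes, immediate early genes and the clock were chosen in advance, and the other tests in this part were chosen only after the result was seen.

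Of the 15 splits of the 6 libraries into 4 and 2, 1 gave as many differentially expressed genes, the real one. The others gave 11 to 59. None of the others came near the 962 genes of the real split, but with 15 splits the share of splits cannot fall under 0.05, so this count gives no significance by itself. The number of called genes changed little when a trend on GC content (948 genes) or on exon length (970) was taken out of each library, although log2 fold changes correlated with GC content (Spearman's rho -0.24) and length (0.146) across genes, which are not independent replicates. These trends are thus not the whole source of the count.

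Circadian genes differed between the groups in the opposed pattern of clock phase. Dbp had 377 to 441 CPM in WT, 12.9 in the library labelled KO-1 and 119 in the library labelled KO-2, while Arntl had 1.28 to 4.26 in WT and 53.4 and 13.3 in the libraries labelled KO. A clock score, the mean log2 level of Arntl, Npas2 and Clock less that of 9 other clock genes, was 4.262 above the WT mean over the libraries labelled KO (5.36 and 3.16, with WT from -0.34 to 0.56). A difference in the time of day of dissection may explain it. The libraries labelled KO also differed from each other by 5.36 against 3.16. An effect of receptor deletion or tamoxifen on the clock stays open and was not tested. How many of the 962 called genes follow the time of day cannot be read from these libraries.

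Immediate early genes, which respond to handling, scored below the WT range in both of the 2 libraries labelled KO (-1.06 and -0.58, with WT from -0.37 to 0.61). Handling of the tissue before lysis could account for this, and time of day and genotype remain open. A batch that follows the groups also remains open: Gm42418 took 1.89% to 4.67% of the counts in WT and 0.692% and 0.445% in the libraries labelled KO, so 0 of these lay within the WT range, and no batch with both groups is labelled. Gm42418 overlaps ribosomal RNA. Of 6 classes of RNA that mostly lack a poly(A) tail, 4 (rRNA, snRNA, miRNA and misc_RNA) had a share below every WT library in both libraries labelled KO. The snoRNA share did not, and the share of clustered histone genes lay above every WT library (0.0185% and 0.0173%, against 0.0130% to 0.0156% in WT). RNA selection that differed between the groups could lower the first 4 but would lower the histone genes as well, unless their level rose or came from transcripts with a tail, so it stays open. Batch and genotype cannot be told apart here.

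A stretch of chromosome 2 may mark a difference in strain. Of the 10 genes at the floor only in the libraries labelled KO, 9 lay within 2 Mb, between 176708328 and 178034022, and a permutation test with 10000 random draws of genes of the same expression never placed more than 3 in such a window (p = 1e-04, the smallest they can give). All 12 expressed genes of the stretch had 0 counts in both libraries labelled KO. This is consistent with a strain background in the libraries labelled KO that lacks or differs in these zinc finger genes, although the labels give C57BL/6J for all libraries. Nnt and Wdfy1, which differ between some strains, had a median log2 fold change of 0.25, and 0 of these 2 genes had an unadjusted p-value under 0.05. Zfp990, Zfp985 and Draxin, between 145510759 and 148130698 on chromosome 4, were at the floor in WT only and were chosen after their values were seen. Reads shared among the similar copies of this gene family were not tested. A loss of expression caused by receptor deletion stays open, as untested.

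Around the targeted genes the evidence was mixed. Without Col15a1, the neighbours of Tgfbr1 had a median absolute log2 fold change of 0.32, at percentile 53.8 of random sets of the same size and expression. This argues against a broad local effect as the source of the decrease in Col15a1. It leaves open an effect on Col15a1 alone, since the gene lies next to Tgfbr1. By quantitative RT-PCR of thoracic aortas the study reported that Col15a1 fell rapidly after tamoxifen, with untreated mice as the starting point. If those mice shared the genotype, a strain segment present before tamoxifen would not give that fall. Gm12503 and Gm12504, 3.24 and 3.23 Mb from Tgfbr1, were higher by 4.43 and 3.76. Of the tested genes within 5 Mb of Tgfbr1, 6.9% were called, where windows of that size elsewhere ran from 0% to 15% in their middle range, so a passenger segment of another strain and a distant effect cannot be told apart from so few genes. The 8 neighbours of Tgfbr2 changed more than random sets did (0.65, percentile 99.2), which may reflect such a segment, but 3 sets of neighbours were tested and 4.55% of genes within 5 Mb were called, against 5.64% of all genes. Receptor deletion itself stays open for these neighbours. The 4 neighbours of Myh11 had a median log2 fold change of -0.037 (random sets from -0.43 to 0.39). This median decides little, since 2 of the genes were higher and 2 lower, with 1 of each past the DESeq2 adjusted p-value. The lower genes argue against extra expressed copies of all 4 on the Cre transgene. Extra copies of single genes stay open. Fopnl was higher by 0.77, and Abcc1 fell by 0.68 on the log2 scale; both were singled out after their values were seen.

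Several cell type lists rose in the libraries labelled KO. A lower share of SMC RNA would raise them alike, but their medians spread over 3.797 on the log2 scale across 11 lists, from 0.15 for Schwann cells to 3.95 for cardiac muscle. The widest WT range of a list score was 3.64, for red blood cells. That range is of another measure and almost as wide. The unequal medians thus argue only weakly against SMC loss as the whole source, and a part stays open. The smooth muscle list itself had a median of 0.18 and no settled direction (camera adjusted p-value 0.791). Carry-over of neighbouring tissue is a candidate explanation for single lists. In the library labelled KO-1, all 8 of the 8 cardiac muscle genes lay above every WT library, with Myh6 at 471 CPM against 3.37 to 23.1 in WT and 4.68 in the library labelled KO-2, and Actc1 at 272 against 3.2 to 9.6 and 11.2. In the library labelled KO-2, all 12 white and brown adipocyte genes lay above every WT library, with Ucp1 at 284 CPM against 0 to 5.14 in WT and 1.84 in the library labelled KO-1. All 5 red blood cell genes lay above every WT library in both libraries labelled KO, as more blood left in the vessel would give. Part of the difference between the libraries labelled KO may therefore lie in what was dissected with the aorta. None of these lists shares a gene with another list, but WT aortas also express them at a low level, with a WT mean of at least 10 normalised counts in 7 of 8 cardiac, 5 of 6 brown adipocyte, 6 of 6 white adipocyte and 5 of 5 red blood cell genes. Haemoglobin genes have near-identical copies that share reads. All 8 macrophage genes lay above every WT library in both libraries labelled KO. In this and the next paragraph, positions of list genes against the WT libraries are by CPM on total counts. By normalised count C1qb overlapped, with 1533.5 in the library labelled KO-1 and 1579.5 in WT-1. Of the 8 endothelial genes 6 did so, while 1 (Egfl7) lay below every WT library in both. A change in those cells after receptor deletion stays open, as untested.

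Mylk2 and Mylk3 are known from skeletal and cardiac muscle. Of the 9 skeletal muscle genes with counts, 1 lay above every WT library in both libraries labelled KO and 0 lay below every WT library in both, while Mylk2 fell by 3.45 on the log2 scale, so carry-over of skeletal muscle does not account for Mylk2. Mylk3 was higher in the library labelled KO-1 than in the library labelled KO-2 by 3.213 on the log2 scale, in the direction of the cardiac genes. It also lay above every WT library in the library labelled KO-2. There the cardiac score was within the WT range, but 3 of the 8 cardiac genes lay above every WT library and 1 lay below. Cardiac carry-over and a change in the aorta cannot be told apart for Mylk3, since the WT libraries hold few counts.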
